A study of Mus musculus with 81 samples.

How the data were processed

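Gene expression was measured by RNA sequencing in 81 libraries of mouse thymic tissue from 40 mice of a mixed C57BL/6 and 129S4/SvJae background. Every animal carried a doxycycline-inducible Plk4 transgene at Col1a1, the rtTA transactivator and a centrin-GFP reporter at Rosa, per the labels. Plk4 is the kinase that starts centriole duplication, and its excess produces extra centrosomes and faulty chromosome segregation. Frozen tissue was biopsied, DNA and RNA were extracted together with a column kit and libraries followed standard Illumina protocols, per the labels' protocols.

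The authors deposited 1 table of expected counts (estimated counts from RSEM, which shares ambiguous reads between genes), with 51826 genes in rows and 81 columns, not scaled between libraries. The file name gives RSEM gene counts as the source. The aligner, the RSEM version, the strandedness of the counting and the genome build are not stated. Of all cells in the deposited table, 14.25% were not whole numbers. All 81 columns were used, each matched to its sample by the animal and biopsy number in its name. No pair of columns held identical values. Gene coordinates and types came from the GENCODE M21 annotation of build GRCm38, joined by Ensembl gene ID. This join found 51633 of the IDs (99.63%), which held 99.96% of the counts, and coordinates are therefore those of GRCm38 rather than of a build named by the authors.

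Expected counts were rounded to whole numbers. The mouse was the unit of replication, so all biopsies of one tumour were summed into 1 library before any test between groups. Groups followed the labels for tissue, p53 genotype and doxycycline treatment. A p53+/- normal thymus, the single animal of its kind (mouse 819), entered no test between groups except under 1 alternative in which it joined the normal thymuses. The labels give no sequencing batch.

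Differential expression used edgeR 4.0.16 in R 4.3.3 with TMM factors, filterByExpr, robust quasi-likelihood fits and the labelled sex as a covariate. A first fit held the normal thymuses and the 3 lymphoma groups, and its 3 contrasts compared each lymphoma group with normal thymus. A second fit held only the 3 lymphoma groups and gave the 3 contrasts among them. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 were called. DESeq2 1.42.0 and limma 3.58.1 (voom with the correlation of biopsies within a mouse) were alternatives. Genes named below came from a list of 18 genes set in advance, plus the 3 largest rises and 3 largest falls of each contrast among called genes with a mean log2 CPM of at least 2. Receptor segments, genes on chromosomes X and Y, and genes whose symbol begins with Gm or ends in Rik, with or without digits, were left out of that choice. Genes named outside this rule were chosen after their values were seen.

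Scores per mouse were computed on log2 CPM (counts scaled to a common library total) with TMM factors and a prior count of 2. The p53 target score was the mean over 12 genes known to be induced by p53 (Cdkn1a, Mdm2, Bbc3, Ccng1, Eda2r, Phlda3, Zmat3, Sesn2, Trp53inp1, Bax, Pmaip1 and Aen). For the chromosome measure, each mouse's log2 ratio to the mean of the other normal thymuses was taken for 14885 autosomal genes with a mean CPM of at least 1. Those ratios were centred on their median in each mouse and summarised as the median over the genes of each of the 19 autosomes, which held between 350 and 1264 genes. Chromosome imbalance was the standard deviation of these 19 medians. It is a measure of expression and not of DNA copy number. Distances between biopsies were 1 minus Pearson's r across 14831 genes, averaged over the pairs of a mouse, and chromosome spread was the mean over autosomes of the standard deviation among biopsies. The clonality measure was the percent of counts over 35 Trbv genes (the variable segments of the T-cell receptor beta chain) taken by the most counted one, in mice with at least 100 such counts.

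Differences between group means were tested with two-sided permutation tests, by exact enumeration of all splits where either group held fewer than 10 mice, which applied to every comparison made. Adjusted values are Benjamini-Hochberg values over the comparisons of 1 measure, or over the 19 autosomes of 1 contrast. The comparison of distances within and between mice used an exact sign-flip permutation test. Wilson 95% confidence intervals accompany shares of single libraries. They cover counting error only, since the reads carry no molecular identifiers and are not independent molecules.

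The differential expression code was tested on counts simulated for 16203 genes with 200 changed genes. In that test edgeR recovered 123 of the 200 (61.5%), including 83 of 100 with a 4-fold change, with 2 false calls, and called 0 genes between groups without a simulated change. DESeq2 recovered 139 with 18 false calls, and voom recovered 135 with 239 false calls over 16161 genes and 116 calls between the unchanged groups. Simulated biopsies of a mouse differed only by counting noise, whereas the real ones had a within-mouse correlation of 0.7121 in the voom fits among lymphomas. Since only voom used separate biopsies, its false calls need not carry over to the real data. The chromosome code was tested on 15116 genes with a 1.5-fold gain of 1 autosome, a true log2 value of 0.585. Without added variation between mice it recovered 0.537 and also called 14 other autosomes, with differences from -0.0432 to -0.0212. Centring can spread a gain over the other chromosomes, but the cause of these calls was not tested. A second round was added after that result was seen, with a standard deviation of 0.1 between mice over 15096 genes. It recovered 0.587 and called 0 other autosomes, with differences from -0.116 to 0.131. The added variation makes each of these harder to call, so the 0 calls do not show that the shift of the first round was absent. Chromosome values below are therefore relative to the median gene of each mouse.

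Library totals ranged from 1.03 to 26.87 M counts with a median of 15.03 M, and summed totals per mouse ranged from 5.01 to 98.59 M. Alternatives covered the test, the scaling, the filter on low counts, the sex covariate, the prior count, the treatment of biopsies, the summary of genes per chromosome, the distance measure and down-sampling to 1.03 M counts. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for scores and plots.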

Results

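The libraries came from thymic lymphomas of 31 mice and from normal thymuses of 9 mice. Untreated p53-/- lymphomas came from 10 mice (23 libraries) that received no doxycycline. Treated p53-/- lymphomas came from 9 mice (18 libraries) and treated p53+/- lymphomas from 12 mice (31 libraries). Treated animals had received doxycycline for 2 weeks from 30 days of age, which switches on the Plk4 transgene for that period. The controls were 8 normal thymuses of untreated p53+/+ mice, and 1 further normal thymus was p53+/-. In 13 tumours, 4 or 5 regions were biopsied separately (54 libraries), namely 4 untreated p53-/-, 3 treated p53-/- and 6 treated p53+/- tumours, while the other 18 tumours gave a single biopsy each. According to its design text the study examined how aneuploidy affects tumour development. No untreated p53+/- lymphomas were analysed here. Mice labelled male numbered 9 of 10, 4 of 9 and 3 of 12 in the 3 lymphoma groups in that order, and 4 of 8 among the normal thymuses.

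Library totals ranged from 10.01 to 24.42 M counts in untreated p53-/- lymphomas, from 1.03 to 19.53 M in treated p53-/- lymphomas, from 3.81 to 26.87 M in treated p53+/- lymphomas and from 5.01 to 19.72 M in normal thymuses. The sex labels were set against Xist and the summed Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty. In 37 of 40 mice the label and these genes pointed the same way. Mice 869 and 870, both treated p53-/- and labelled female, had mean Y-linked values of 100.1 and 95.7 CPM with mean Xist at 0.119 and 0.21 CPM. Mouse 328, treated p53+/- and labelled male, had Xist at 47.99 CPM and Y-linked genes at 0.342 CPM. Labels were kept as deposited, and alternatives with sex taken from expression, or without these 3 mice, are given below where they change a result.

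The first comparison asked whether the engineered gene followed the genotype labels. Trp53 (ENSMUSG00000059552, GRCm38 chromosome 11, start 69580359, end 69591873, protein coding) had a mean of 6.55 ± 0.22 log2 CPM (SD, n = 8) in normal thymuses. Its mean was 5.56 ± 0.79 (SD, n = 10) in untreated p53-/- lymphomas, 5.45 ± 0.48 (SD, n = 9) in treated p53-/- lymphomas and 5.30 ± 0.47 (SD, n = 12) in treated p53+/- lymphomas. The differences from normal thymus were -0.99 (exact permutation p = 0.00162, adjusted 0.00216), -1.10 (exact permutation p = 0.000165, adjusted 0.000329) and -1.25 (exact permutation p = 1.59e-05, adjusted 6.35e-05) over a family of 4 comparisons. Below every normal thymus lay 6 of 10, 8 of 9 and 11 of 12 mice. Treated p53+/- and treated p53-/- lymphomas differed by -0.15, which was within the spread between mice (exact permutation p = 0.479, adjusted 0.479). Counts of the whole gene remained in every p53-/- tumour, from 3.82 to 6.54 log2 CPM. A gene-level count does not show which exons the reads cover, so it does not test the deletion itself. The alternative that moved these values most was the use of no scaling factors, which gave -1.26, -1.32 and -1.55 against normal thymus. Among single-biopsy tumours alone the differences were -1.20, -1.10 and -1.42.

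A second question was whether the transgene was still active in the tumours. Plk4 (ENSMUSG00000025758, chromosome 3, start 40800019, end 40816883, protein coding) averaged 6.08 ± 0.15 log2 CPM (SD, n = 9) in treated and 5.89 ± 0.28 (SD, n = 10) in untreated p53-/- lymphomas. The difference of 0.19 did not pass the test (exact permutation p = 0.088, the only comparison of its family). Normal thymuses had a mean of 4.47 ± 0.89 (SD, n = 8). All 3 lymphoma groups exceeded them in the edgeR quasi-likelihood fit, with log2 fold changes of 1.07 (SE 0.23, adjusted p = 0.000253), 1.25 (SE 0.23, adjusted p = 2.01e-05) and 1.32 (SE 0.22, adjusted p = 6.48e-06) in the order untreated p53-/-, treated p53-/- and treated p53+/-. The untreated group, which never received doxycycline, was thus among those with the rise. The gene-level count adds the transgene to the endogenous gene. Among mice labelled male the difference between treated and untreated p53-/- lymphomas was 0.09 (exact permutation p = 0.569), the alternative farthest from the value over all mice.

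Activity of the p53 pathway was compared through the p53 target score. Its mean was 4.88 ± 0.23 (SD, n = 8) in normal thymuses, 3.95 ± 0.25 (SD, n = 10) in untreated p53-/-, 3.76 ± 0.30 (SD, n = 9) in treated p53-/- and 4.15 ± 0.12 (SD, n = 12) in treated p53+/- lymphomas. The lymphoma groups differed from normal thymus by -0.93 (exact permutation p = 4.57e-05, adjusted 6.09e-05), -1.11 (exact permutation p = 4.11e-05, adjusted 6.09e-05) and -0.73 (exact permutation p = 7.94e-06, adjusted 3.17e-05), and 9 of 10, 9 of 9 and 12 of 12 mice lay below every normal thymus. The last 2 p-values are the smallest these group sizes allow. The falls were uneven over the 12 genes. Leaving out Phlda3 gave -0.706, -0.955 and -0.522, while leaving out Mdm2, Sesn2, Bax or Aen made each fall larger. Without Aen the values were -1.058, -1.255 and -0.829. The score therefore does not show that each target fell. Treated p53+/- lymphomas had a higher score than treated p53-/- lymphomas by 0.39 (exact permutation p = 8.5e-05, adjusted 8.5e-05), and 6 of 12 lay above every treated p53-/- tumour. That difference stayed between 0.29 and 0.43 when each of the 12 genes was left out in turn, and it was 0.31 among mice labelled female (exact permutation p = 0.003). Leaving out scaling factors moved the score most, to -1.19, -1.33 and -1.02 against normal thymus and to 0.31 between the treated groups.

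**Figure D1:**
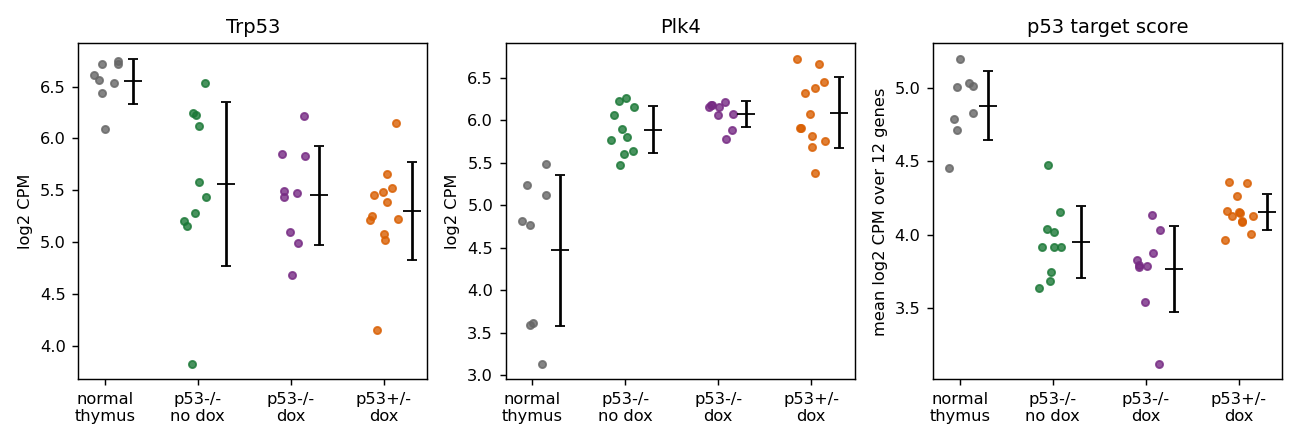
Trp53 and Plk4 in log2 CPM and the p53 target score (mean log2 CPM over 12 genes), 1 point per mouse, by group, with bars for the mean and SD (normal thymus n = 8, untreated p53-/- n = 10, treated p53-/- n = 9, treated p53+/- n = 12). The target score lies below every normal thymus in 9 of 10, 9 of 9 and 12 of 12 lymphomas of the 3 groups.

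Genome-wide, 17843 genes were tested against normal thymus. In untreated p53-/- lymphomas 7270 genes were called, of which 4139 were higher and 3131 lower. In treated p53-/- lymphomas 9293 were called (4537 higher, 4756 lower), and in treated p53+/- lymphomas 9079 (4568 higher, 4511 lower). A set of 6005 genes was called in all 3 contrasts, 3289 of them higher and 2716 lower in each, and 4 genes were called in opposite directions in any pair. Log2 fold changes of the contrasts were related across genes with Pearson's r of 0.872, 0.884 and 0.927, where genes are not independent replicates. All 3 contrasts share the same normal thymuses in 1 fit, which by itself raises both these correlations and the overlap. A minimum log2 fold change of 1 moved the counts most, to 4655, 6343 and 5984. The share of higher genes among the calls was 56.93%, 48.82% and 50.31%, but 44.06%, 44.75% and 43.49% with limma voom over all biopsies. Normal mouse 387 was atypical, with a B-lineage marker mean above the other normal thymuses and a T-lineage marker mean below them. Without it 7267, 8764 and 8299 genes were called, with 64.28%, 57.2% and 59.97% of them higher. Directions for broad sets of genes therefore depend on the model and the normal mice used.

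From the list set in advance, 8, 10 and 11 of the 18 genes were called against normal thymus in the 3 groups, and the same numbers were called with adjustment over the list alone. Cdkn1a (ENSMUSG00000023067, chromosome 17, start 29090976, end 29100727) had log2 fold changes of -1.75, -1.96 and -1.30 in untreated p53-/-, treated p53-/- and treated p53+/- lymphomas, with edgeR quasi-likelihood adjusted p-values of 0.00137, 0.000196 and 0.00536. Ccng1 (ENSMUSG00000020326, chromosome 11, start 40748552, end 40755311) had values of -1.11, -1.17 and -1.21, with adjusted p-values of 3.61e-05, 7.16e-06 and 1.41e-06 by edgeR. Myc (ENSMUSG00000022346, chromosome 15, start 61985391, end 61990374) was above every normal thymus in all lymphoma mice, with log2 fold changes of 2.29, 2.16 and 2.06 and edgeR adjusted p-values of 7.12e-08, 5.66e-08 and 6.61e-08. Notch1 (ENSMUSG00000026923, chromosome 2, start 26457903, end 26516663) rose by 2.68, 3.17 and 3.13, with edgeR adjusted p-values of 0.00287, 0.000278 and 0.00025. It was above every normal thymus in 7 of 10, 9 of 9 and 10 of 12 mice and below all of them in 3, 0 and 2. Dtx1 (ENSMUSG00000029603, chromosome 5, start 120680202, end 120711927) had log2 fold changes of 4.33, 3.4 and 3.86, with edgeR adjusted p-values of 0.00213, 0.00502 and 0.00175. For Notch1 in untreated p53-/- and Dtx1 in both p53-/- groups the call was lost with voom. For Dtx1 in untreated p53-/- lymphomas it was also lost when only the 2 groups compared were fitted. The log2 fold change of Dtx1 in that group ranged from 1.20 to 4.52 over 16 alternatives. The Y-linked gene Ddx3y (ENSMUSG00000069045, chromosome Y, start 1260771, end 1286629) was called higher in treated p53-/- lymphomas (log2 fold change 3.90, edgeR adjusted p = 0.0156), but the sign turned negative when sex was taken from expression (-0.99), so this call rests on the labels of the mice with discordant sex genes.

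Among the largest rises by the rule, Cdkn2a (ENSMUSG00000044303, chromosome 4, start 89274471, end 89294653) was named in all 3 contrasts. It had log2 fold changes of 6.89, 7.03 and 6.98, and edgeR adjusted p-values of 9.68e-12, 1.6e-12 and 1.21e-12. Its mean was 0.52 ± 0.82 log2 CPM (SD, n = 8) in normal thymuses and between 7.40 and 7.71 in the lymphoma groups. Bcat1 (ENSMUSG00000030268, chromosome 6, start 144993835, end 145076184) and the long noncoding RNA gene Pvt1 (ENSMUSG00000097039, chromosome 15, start 62037986, end 62378096) completed the rises in untreated p53-/- lymphomas, with 5.79 and 5.50. The size of the Pvt1 rise depended on the model, at 2.47 to 6.07 over 16 alternatives, although its call was kept. In treated p53-/- lymphomas the others were Cpsf4l (ENSMUSG00000018727, chromosome 11, start 113698172, end 113710017) at 6.53 and H2-T3 (ENSMUSG00000054128, chromosome 17, start 36185572, end 36190287) at 5.76. In treated p53+/- lymphomas they were H2-T3 at 6.80 and the processed pseudogene Rpl23a-ps3 (ENSMUSG00000078126, chromosome 14, start 34170655, end 34171122) at 5.80. H2-T3 belongs to a multigene family and Rpl23a-ps3 is a near copy of a ribosomal protein gene, so how the deposited estimates divided shared reads makes both values uncertain. Call and direction of Rpl23a-ps3 held except that the call was lost with voom (adjusted p = 0.0935).

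Among the genes open to the rule, falls were led in every contrast by Ucp1 and Prss16. Ucp1 (ENSMUSG00000031710, chromosome 8, start 83290352, end 83298452) had log2 fold changes of -10.25, -8.85 and -9.49, with edgeR adjusted p-values of 1.54e-09, 6.68e-09 and 2.22e-10. Prss16 (ENSMUSG00000006179, chromosome 13, start 22002173, end 22009742) had values of -8.74, -9.66 and -10.05, with edgeR adjusted p-values of 9.82e-12, 4.14e-12 and 5.51e-14. The third falls were Cidea (ENSMUSG00000024526, chromosome 18, start 67343604, end 67367785) at -8.32 in untreated p53-/-, Cyp2e1 (ENSMUSG00000025479, chromosome 7, start 140763739, end 140774987) at -8.28 in treated p53-/- and Tbata (ENSMUSG00000020096, chromosome 10, start 61171954, end 61188841) at -7.91 in treated p53+/- lymphomas. Each of these genes was below every p53+/+ normal thymus in all mice of the group compared. In the p53+/- normal thymus, which was not part of the comparison, Ucp1 was -0.463 log2 CPM, within the range of the lymphomas.

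Whether transient Plk4 induction or the second p53 allele left a mark on tumour expression was asked by comparing the lymphoma groups with each other over 16389 genes. With edgeR's quasi-likelihood test 0 genes were called between treated and untreated p53-/- lymphomas, 0 between treated p53+/- and treated p53-/- lymphomas and 0 between treated p53+/- and untreated p53-/- lymphomas. At an unadjusted p under 0.05 the numbers were 1917, 864 and 1037. Uniform p-values would give 819, and other splits of the same mice had medians of 1283, 856 and 1174. DESeq2 moved the first count most, to 75 genes, of which 13 were higher and 62 lower, and gave 12 and 3 genes in the other contrasts. For the first contrast voom called 39 genes with the opposite lean, 31 higher and 8 lower. The third contrast moved most without the sex covariate, to 21 genes, and sex is unevenly spread over these groups. From the list of 18 genes, 0, 2 and 0 passed with adjustment over the list and 0 over all genes, and 1, 3 and 2 had an unadjusted p under 0.05. The 2 genes were Ddx3y (log2 fold change -4.88, adjusted p = 0.0241 over the list and 0.934 over all genes by edgeR), which moved to 0.05 with sex taken from expression, and Cetn2 (ENSMUSG00000031347, chromosome X, start 72913532, end 72918411) with 0.56 (adjusted p = 0.0489 over the list and 0.934 over all genes by edgeR). All animals carried a centrin-GFP reporter, and gene-level counts cannot separate reporter reads from those of endogenous centrin genes.

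Aneuploidy was assessed through the expression of whole chromosomes. Chromosome imbalance was 0.0337 ± 0.0118 (SD, n = 8) in normal thymuses, 0.246 ± 0.0564 (SD, n = 10) in untreated p53-/-, 0.313 ± 0.0357 (SD, n = 9) in treated p53-/- and 0.300 ± 0.0474 (SD, n = 12) in treated p53+/- lymphomas, in log2 units. All 31 lymphomas exceeded every normal thymus. The differences from normal thymus were 0.213 (exact permutation p = 2.29e-05, adjusted 5.71e-05), 0.279 (exact permutation p = 4.11e-05, adjusted 6.86e-05) and 0.266 (exact permutation p = 7.94e-06, adjusted 3.97e-05), and each p is the smallest its group sizes allow. For the first of these differences, the alternative that moved it most was the use of genes with a mean CPM of at least 10, at 0.228. Treated p53-/- lymphomas exceeded untreated ones by 0.0667 (exact permutation p = 0.0041, adjusted 0.00513), with 3 of 9 above every untreated tumour. Among mice labelled male this difference was 0.0375 (exact permutation p = 0.269), the largest move of any alternative. Among mice male by Xist and Y-linked genes it was 0.0528 (exact permutation p = 0.0537), and among single-biopsy tumours 0.0786 (exact permutation p = 0.026). The treated groups did not differ, at -0.013 (exact permutation p = 0.497, adjusted 0.497). The p53+/- normal thymus had an imbalance of 0.0206.

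Of the 19 autosomes, 5 were shifted in untreated p53-/- lymphomas against normal thymus, 10 in treated p53-/- and 11 in treated p53+/- lymphomas. In the untreated group, chromosomes 5 and 15 were higher and chromosomes 6, 7 and 19 lower. The largest rises there were on chromosome 5 at 0.36 (exact permutation p = 0.000251, adjusted 0.00119) and chromosome 15 at 0.30 (exact permutation p = 0.000137, adjusted 0.000868), both above every normal thymus in 10 of 10 mice. In treated p53-/- lymphomas chromosome 5 rose by 0.51, chromosome 14 by 0.42, chromosome 15 by 0.35 and chromosome 4 by 0.31, with adjusted exact permutation p-values of 0.000335, 0.00217, 0.00215 and 0.000313. In treated p53+/- lymphomas the same chromosomes rose by 0.48, 0.43, 0.43 and 0.41, with adjusted exact permutation p-values of 0.000101, 0.000327, 0.000496 and 0.000327. Chromosome 6 was the farthest below normal thymus in each group, at -0.31, -0.41 and -0.39, and it lay below every normal thymus in all 31 mice. Values are relative to the median gene of each mouse, so rises elsewhere can lower all other chromosomes together but cannot set 1 of them apart. Without centring chromosome 6 was at -0.18, -0.29 and -0.25. It then lay below every normal thymus in 9 of 10, 9 of 9 and 11 of 12 mice. In 1 treated p53+/- mouse it lay above every normal thymus. The counts of shifted autosomes without centring were 10, 12 and 9, and with a 10% trimmed mean 8, 12 and 14. Which autosomes passed also changed. In the untreated group without centring, chromosomes 2, 4, 9, 10, 11, 14 and 17 became higher. Chromosomes 7 (-0.117, adjusted exact permutation p = 0.0596) and 19 (-0.0443, adjusted exact permutation p = 0.876) lost their calls there. Between treated and untreated p53-/- lymphomas 1 autosome differed, chromosome 10, at -0.25 (exact permutation p = 0.000812, adjusted 0.0154). That call was lost with the trimmed mean, among single-biopsy tumours, among mice male by label or by expression and without the mice whose sex genes were discordant. Between the treated groups 0 of 19 autosomes passed adjustment, and chromosome 9 alone had an unadjusted p under 0.05 (exact permutation p = 0.0286).

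**Figure D2:**
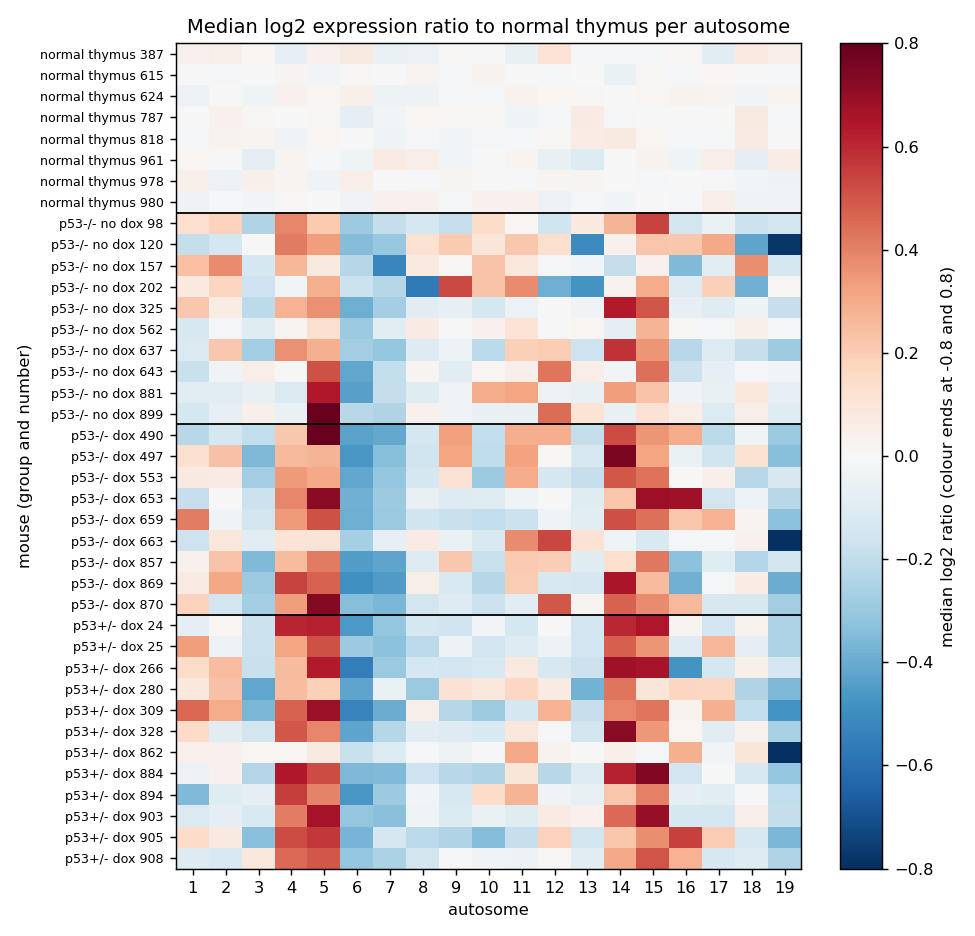
Median log2 expression ratio to normal thymus for each of the 19 autosomes (columns) in 8 normal thymuses and 31 lymphomas (rows, grouped), on a colour scale that ends at -0.8 and 0.8. Values are relative to the median gene of each mouse. Normal thymuses lie near 0, while chromosomes 5 and 15 are mostly raised and chromosome 6 is below every normal thymus in all lymphomas.

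Heterogeneity within tumours was compared between groups over the 13 tumours with several biopsies. Biopsies of a tumour lay nearer each other than to biopsies of other tumours of the same group in 13 of 13 mice, with mean distances of 0.0412 ± 0.0178 and 0.137 ± 0.027 (SD, n = 13). The mean difference was -0.0953 (exact sign-flip permutation p = 0.000244, the smallest that 8192 sign patterns allow). With the 1000 most variable genes it was -0.402. The distance within tumours averaged 0.0317 ± 0.00893 (SD, n = 4) in untreated p53-/-, 0.0608 ± 0.0163 (SD, n = 3) in treated p53-/- and 0.0377 ± 0.0171 (SD, n = 6) in treated p53+/- lymphomas. All 3 treated p53-/- tumours exceeded the 4 untreated ones, but the difference of 0.0291 did not pass the test (exact permutation p = 0.0571, adjusted 0.161, family of 3). The other differences were -0.0231 (exact permutation p = 0.107, adjusted 0.161) for treated p53+/- against treated p53-/- and 0.00601 (exact permutation p = 0.557, adjusted 0.557) for treated p53+/- against untreated p53-/- lymphomas. The smallest library, of 1.03 M counts, belonged to treated p53-/- mouse 857, and down-sampling every library to that depth reduced the first difference to 0.0112 (exact permutation p = 0.0857). At that depth the distance of mouse 857 was 0.046, below the 0.0514 of untreated mouse 881. With the 1000 most variable genes the difference rose to 0.0794 (exact permutation p = 0.0286), the alternative that moved it most.

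Chromosome spread between biopsies averaged 0.0393 ± 0.0101 (SD, n = 4), 0.0756 ± 0.00112 (SD, n = 3) and 0.0562 ± 0.0207 (SD, n = 6) in untreated p53-/-, treated p53-/- and treated p53+/- lymphomas. Treated p53-/- tumours exceeded untreated ones by 0.0364 (exact permutation p = 0.0286), which is the smallest p that 35 splits allow and did not survive adjustment (0.0857, family of 3). The difference was 0.0273 after down-sampling (exact permutation p = 0.0286). Treated p53+/- tumours differed from treated p53-/- tumours by -0.0194 (exact permutation p = 0.179, adjusted 0.186) and from untreated p53-/- tumours by 0.017 (exact permutation p = 0.186, adjusted 0.186). With 3 or 4 tumours on a side, leaving out 1 of them leaves too few splits to reach p under 0.05 between the p53-/- groups.

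**Figure D3:**
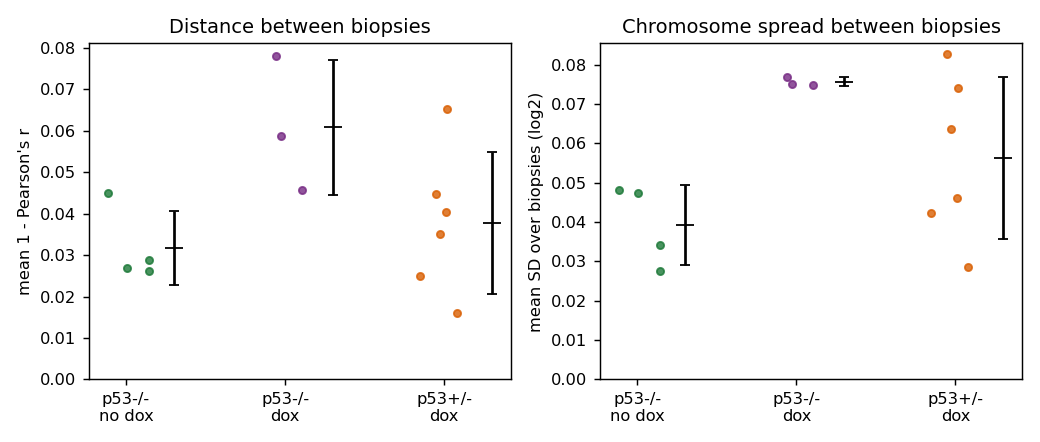
Mean distance between the biopsies of a tumour (1 minus Pearson's r, left) and mean SD of chromosome values over its biopsies (log2, right), 1 point per tumour with bars for the mean and SD (untreated p53-/- n = 4, treated p53-/- n = 3, treated p53+/- n = 6). The 3 treated p53-/- tumours lie above the 4 untreated ones in both panels.

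Clonality was read from the T-cell receptor beta variable genes, since a clone of T cells carries 1 productive rearrangement. The most counted Trbv gene took 14.7% ± 2.05 (SD, n = 8) of Trbv counts in normal thymuses, where it was Trbv13-2 in every mouse. It took 73.7% ± 25.3 (SD, n = 10) in untreated p53-/-, 80.03% ± 14.9 (SD, n = 9) in treated p53-/- and 87.6% ± 12.7 (SD, n = 12) in treated p53+/- lymphomas. Against normal thymus the differences were 59.01 points (exact permutation p = 0.000297, adjusted 0.000396), 65.4 points (exact permutation p = 4.11e-05, adjusted 8.23e-05) and 72.9 points (exact permutation p = 7.94e-06, adjusted 3.17e-05). In 30 of 31 lymphoma mice the share was at least 50%, over 15 different top genes. The exception was untreated p53-/- mouse 881, whose 4 biopsies together held 107 Trbv counts. Without this mouse, the alternative that moved it most, the first difference was 65.6 points. Treated and untreated p53-/- lymphomas differed by 6.35 points, less than the spread between mice (exact permutation p = 0.554, adjusted 0.554). The sign of that difference turned without mouse 881 (-0.278), among mice labelled male (-1.16) and among mice male by expression (-0.702).

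In the 12 tumours with several biopsies that each held at least 100 Trbv counts, 10 had the same top gene in every biopsy and 2 had a pair of them. In treated p53-/- mouse 870, Trbv17 took 91.8% (Wilson 95% CI 91.3 to 92.2) of Trbv counts in biopsy 1 and 91.2% (90.7 to 91.6) in biopsy 3. Trbv13-2 took 66.55% (65.63 to 67.46) in biopsy 5 and 74.3% (73.3 to 75.2) in biopsy 7. In treated p53+/- mouse 884, Trbv20 took 90.25% (89.64 to 90.82) in biopsy 2, and Trbv13-2 took 74.97% (71.95 to 77.76), 51.1% (49.4 to 52.8) and 80.9% (78.52 to 83) in biopsies 5, 6 and 8. Biopsy 5 of this mouse rested on 851 Trbv counts and the others of both mice on 1186 to 14411.

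**Figure D4:**
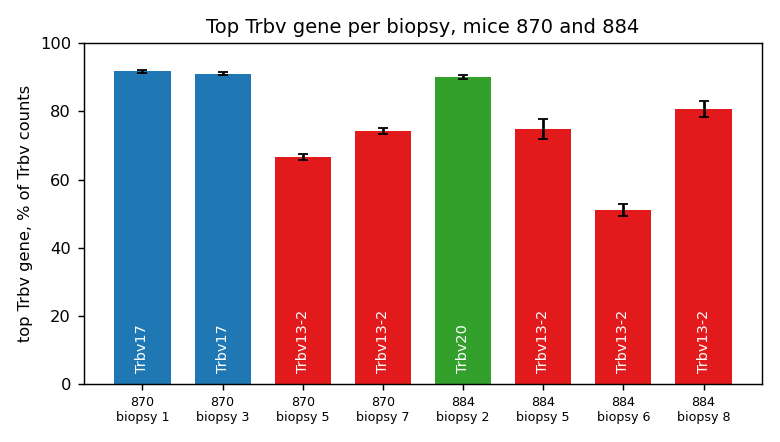
Share of Trbv counts taken by the top Trbv gene in each biopsy of mice 870 and 884, in percent, with the gene's name in the bar and Wilson 95% confidence intervals. In mouse 870 the top gene is Trbv17 in 2 biopsies and Trbv13-2 in 2, and in mouse 884 it is Trbv20 in 1 and Trbv13-2 in 3.

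**Figure D5:**
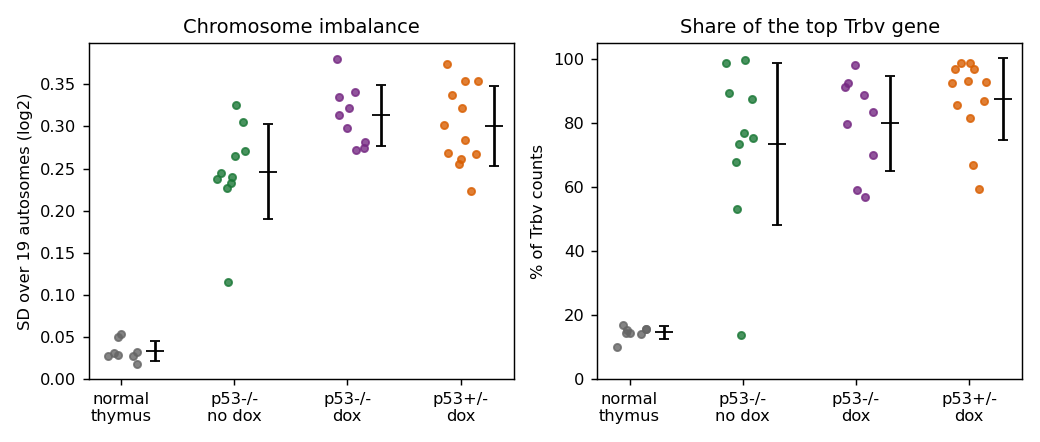
Chromosome imbalance (SD over 19 autosomes, log2, left) and share of the top Trbv gene in percent of Trbv counts (right), 1 point per mouse by group, with bars for the mean and SD (n = 8, 10, 9 and 12). All 31 lymphomas lie above the 8 normal thymuses in imbalance, and 30 of 31 have a top Trbv share of at least 50%.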

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

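The tests of library depth and of a few genes taking most of the counts for single mice, with an allowance of 10% beyond the range of the other mice for depth, and the test of B-lineage markers were chosen only after the result was seen, while the tests of thymic epithelial markers were set before. In groups of 4 to 10 mice the extreme mouse was set against the gap to its nearest neighbour, as a share of the range of the group. Of 70 groups of values, 12 held a mouse beyond the 95% limit of Dixon's test, where chance alone gives 3.5. These 12 fell on 7 mice, and values of the same mouse are not independent of each other.

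Mouse 643 (untreated p53-/-) had Trp53 at 3.821 log2 CPM, with the next mouse of its group at 5.152. Its total of 12.3 M counts lay within the range of the others (12 to 98.6 M). Its 10 highest genes took 42.1% of all counts, led by the rRNA gene CT010467.1 at 26.8%, but over the counts outside the 10 highest genes of each mouse its Trp53 was 3.84 against a lowest other value of 5.29. Its thymic epithelial marker mean was 0.229, which cannot speak to the low value. The normal thymuses with more Trp53 were p53+/+, and Trp53 in normal tissue of a p53-/- mouse was not measured. Depth and a few dominant genes were thus excluded. The other technical explanations, reads of the targeted allele among them, were not tested, and neither was a biological one.

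Normal mouse 387 had 4 distant values, all low, namely Trp53 at 6.087 (nearest 6.433), H2-T3 at -3.005 (nearest -0.539), Prss16 at 5.364 (nearest 8.966) and Tbata at 5.133 (nearest 7.787). Less thymic epithelium in the sampled piece may account for Prss16 and Tbata, since the mean of the other epithelial markers was 2.95 where the other 7 normal thymuses had at least 5.42. Its adipocyte marker mean of 8.90 was above all the others (at most 7.21). Its B-lineage marker mean of 7.39 was also above the others (3.46 to 3.87), while its T-lineage marker mean of 6.49 was below them (at least 8.66). Tissue rich in B cells in the sampled piece is therefore a candidate explanation as well. Its 10 highest genes took 21.7% of the counts (at most 19.3% in the others), but over the counts outside the 10 highest genes of each mouse all 4 genes stayed beyond the limit, so a few dominant genes were excluded. At 19.7 M its total was the highest of the group but close to the next (19.4 M), which goes against depth. No biological explanation was tested.

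Mouse 562 (untreated p53-/-) had the lowest chromosome imbalance of its group, 0.1153 with the next mouse at 0.2265, and Rpl23a-ps3 at -0.6836 with the next mouse at 6.429. Its depth of 23 M counts and the 9.59% of counts in its 10 highest genes lay within the range of its group. Its thymic epithelial marker mean was 0.525, not above the others, which goes against a sample rich in thymic tissue. Admixture of normal cells without epithelial markers was not tested, nor were reads shared between Rpl23a-ps3 and its parent gene. Such admixture stays open. The p53 target score of this mouse, 4.474, lay within the range of normal thymuses (4.45 to 5.198). Those thymuses were p53+/+, while normal cells of this mouse would be p53-/-, so the score cannot speak for or against admixture. Its correlation between proximal and distal parts of chromosomes, given with the other observations, was 0.252, the lowest of the lymphomas. Its top Trbv share of 53.27% was above every normal thymus (at most 17.02%). No biological explanation was tested.

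In normal mouse 624 the top Trbv gene took 10.15%, with the next mouse at 14.32%. Its library was the smallest of the normal thymuses, but the Wilson 95% interval of its share ended at 11.28%, below the next mouse, so counting error does not account for it. Its 10 highest genes took 8.38% of all counts, but genes outside Trbv cannot move a share within Trbv, so that test shows nothing here. No biological explanation was tested.

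Mouse 881 had a mean distance of 0.04503 between its biopsies, while the next of the 4 untreated p53-/- tumours had 0.02877. With every library down-sampled to the smallest its distance was 0.0514, still the highest (at most 0.0379 in the others), but the gap was 0.796 of the range and no longer beyond the limit. The size of the gap therefore cannot be told apart from an effect of depth. Without the 10 highest genes of each library the distance was 0.0465 against at most 0.0298 in the other 3 tumours, so a few dominant genes were excluded. The B-lineage expression of this tumour, given with the other observations, was not tested as a source of the distance.

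Mouse 869 (treated p53-/-) had Notch1 at 7.029 (nearest 9.263) and Dtx1 at 3.971 (nearest 6.759). Its depth of 54.4 M counts, the 4.89% of counts in its 10 highest genes and its thymic epithelial marker mean of 1.89 did not set it apart from its group. The 4 biopsies differed: Notch1 was 8.75 and Dtx1 6.36 in biopsy 3, against 5.07 to 6.16 and -0.93 to -0.02 in the others. The sum over biopsies therefore averages unlike regions. This is 1 of the mice whose sex genes contradict the label, so a mislabelled sample cannot be excluded, and no biological explanation was tested.

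Mouse 98 (untreated p53-/-) had Cdkn2a at 4.64 log2 CPM, with the next mouse at 7.214 and normal thymuses at a mean of 0.52. Its depth of 13.2 M counts lay within the range of its group, and neither the 4.42% of counts in its 10 highest genes nor its thymic epithelial marker mean of 0.899 was above the others. This goes against depth, a few dominant genes and a sample rich in thymic epithelium, while admixture of normal cells without epithelial markers was not tested. The tumour also held a clonal B-lineage signal, given with mouse 881 in the other observations, which was not tested as a source of the low value. A loss of part of the locus was not tested either, since gene-level counts do not show it.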

How the results depend on the processing

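The groups, comparisons and most alternatives were chosen before the data were examined. Sex taken from expression, the omission of mice with discordant sex genes, the omission of mouse 881, the omission of normal mouse 387 and comparisons of per-mouse scores between lymphoma groups within 1 sex, labelled or by expression, were chosen after seeing the data. For the 36 results of the design, 362 alternative values were computed, of which 327 kept their direction and side of the threshold or stayed within the allowed spread. The others were 10 weaker, 4 stronger, 17 moved and 4 reversed, and 23 results had no change. Omitting the centring cannot move the imbalance itself, and shows nothing about its stability. Unless stated, the cause was not tested.

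Against normal thymus, the counts of called genes ranged over the alternatives from 4655 to 7955, 6343 to 10854 and 5984 to 10729 in untreated p53-/-, treated p53-/- and treated p53+/- lymphomas. A minimum log2 fold change of 1 gave 4655 and 5984 genes in the first and last, and that requirement is itself the cause of the drop. The median log2 fold change of all genes was 0.0825, -0.0445 and -0.000675, and -0.0763, -0.109 and -0.101 with voom, a shift of over 0.1 in the first and last contrasts. Without normal mouse 387 it was 0.208, 0.105 and 0.151, a shift of over 0.1 upward in all 3. Between the lymphoma groups the counts of 0 (1917, 864 and 1037 genes at an unadjusted p under 0.05) became 75, 12 and 3 with DESeq2 and 39, 1 and 1 with voom for treated against untreated p53-/-, treated p53+/- against treated p53-/- and treated p53+/- against untreated p53-/- lymphomas. For the last contrast they became 7 without a filter on low counts and 21 without the sex covariate. On simulated data without a difference DESeq2 called 2 genes and voom 116, where edgeR called 0. The simulated biopsies of a mouse differed only by counting noise, so the number for voom need not apply to the real biopsies.

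Trp53, Plk4 and the p53 target score kept their direction and side of the threshold in every alternative run. The imbalance of treated against untreated p53-/- lymphomas was 0.0375 among mice labelled male (exact permutation p = 0.269), 0.0528 among those male by expression (exact permutation p = 0.0537) and 0.0547 to 0.0786 under the other 9 alternatives. The number of shifted autosomes in untreated p53-/- lymphomas moved from 5 to 8 with the trimmed mean and to 10 without centring. The 1 autosome between the p53-/- groups became 0 with the trimmed mean, among single-biopsy tumours, among males by label or by expression and without the mice with discordant sex genes.

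The distance between biopsies of treated against untreated p53-/- tumours became 0.0794 with the 1000 most variable genes and 0.0396 with a prior count of 0.5 (exact permutation p = 0.0286 for both, over a range of 0.0286 to 0.0857). Leaving out each tumour in turn gave 0.0205 to 0.0367 for this contrast, -0.0306 to -0.0145 for treated p53+/- against treated p53-/- and 0.000506 to 0.0105 for treated p53+/- against untreated p53-/- tumours. The second of these passed the threshold without mouse 884 (-0.0286, exact permutation p = 0.0179). Chromosome spread of treated against untreated p53-/- tumours was 0.0316 with the trimmed mean (exact permutation p = 0.0857). Leaving out each tumour gave 0.0325 to 0.0393, where 15 or 20 splits cannot give a p under 0.05, so the loss of significance there follows from the number of tumours. For treated p53+/- against treated p53-/- tumours the range was -0.0247 to -0.0139, with the lowest value past the threshold without mouse 908 (exact permutation p = 0.0357), and 0.0117 to 0.0225 against untreated p53-/- tumours. Down-sampling all libraries to the smallest, 1.03 M counts, lowered the first contrast from 0.0291 to 0.0112. At equal depth the distance of mouse 857, which holds that library, fell from 0.078 to 0.046, while all 4 untreated tumours rose, so unequal depth entered this contrast.

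The Trbv share of treated against untreated p53-/- lymphomas reversed from 6.35 to -0.278 without mouse 881, to the same value of -0.278 when at least 1000 Trbv counts were required, to -1.16 among mice labelled male, and to -0.702 among those male by expression. The first 2 alternatives both leave out mouse 881, whose share was 14.02%. Its T-lineage marker means were 1.34 to 2.86, where the other lymphoma libraries had at least 7.02. A B-lineage clone in place of a T-lineage tumour, a hypothesis given with the other observations, may account for its low share.

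Of 692 alternative values for 44 named gene contrasts, 679 kept direction and side of the threshold, 6 were weaker, 1 was stronger and 6 reversed. Ddx3y of treated p53-/- lymphomas against normal thymus went from 3.90 to -0.87 without the sex covariate, -0.87 among single-biopsy tumours, -1.38 with voom, -0.99 with sex from expression and -0.62 without the discordant mice. Between the treated groups it went from -4.88 to 0.0536 with sex from expression. The labels of the 3 mice with discordant sex genes were the cause where sex was taken from expression.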

Other observations

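The tests of sex-linked genes, of mouse 881, of the biopsies of mice 870 and 884, of Prss16 in lymphomas with more epithelial markers and of the imbalance by expressed sex or without discordant mice were chosen only after the result was seen. The other splits of the mice, the lists of marker genes, the proximal and distal parts of chromosomes, the adjustment for GC content and the other checks of the imbalance between the p53-/- groups were set before their results were seen.

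The gene counts against normal thymus were set against other splits of the same mice into groups of the same sizes. In 1 of 40 splits each, namely the real one, the count was as large for untreated p53-/-, treated p53-/- and treated p53+/- lymphomas. The highest counts of any other split were 193, 4223 and 3098 genes. Between lymphoma groups the real splits gave 0 genes, which all 40 of 40 splits reach by necessity, so that count shows nothing. At an unadjusted p under 0.05 the numbers of genes in the real splits were 1917, 864 and 1037, and 4, 19 and 25 of 40 splits gave as many for treated against untreated p53-/-, treated p53+/- against treated p53-/- and treated p53+/- against untreated p53-/- lymphomas. By this number none of the 3 contrasts was set apart from an arbitrary split.

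The labelled sex and the sex-linked genes pointed to different sexes in 3 of 40 mice (9 libraries). In mice 869 and 870 the Y-linked genes reached 60.4% and 57.8% of the median of the other mice labelled male, which goes against a small carry-over of reads from another male library. A candidate explanation is that the sex or the sample of these mice was mislabelled. In mouse 328 Xist reached 5.59% of the median of mice labelled female, but its 47.99 CPM lay above the lowest concordant female (16.9 CPM) and the highest concordant male (2.8 CPM). Loss of the Y chromosome alone would not give this Xist level. Carry-over of female reads alone would leave the Y-linked genes of a male in place. They were at 0.342 CPM, where concordant females had at most 1.588 CPM and concordant males at least 7.992 CPM, which argues against it. A wrong label and carry-over together with loss of the Y chromosome cannot be told apart for this mouse.

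Mouse 881, labelled as a thymic lymphoma like the rest, had little T-lineage expression. The highest T-lineage marker mean among its 4 biopsies lay below the lowest of the other 68 lymphoma libraries by 4.16 log2 units (value -4.16), which goes against B cells mixed into a T-lineage tumour. Its B-lineage marker mean was 7.90 to 8.94, where the other lymphoma libraries had at most 5.516, in mouse 98. The immunoglobulin gene Ighv1-55 took at least 96.0% of Ighv counts in each biopsy and was the top gene in 4 of 4 biopsies, while the top Ighv gene of normal thymuses took 6.16% to 12.5%. The Ighv share goes against many B-cell clones. Igkv4-72 was the top Igkv gene in all 4 biopsies but took only 52.7% to 72.3% of Igkv counts. The top Igkv gene of normal thymuses took 5.03% to 18.7%. Why the Igkv share of mouse 881 was below its Ighv share was not tested. As a hypothesis, 1 B-lineage clone in place of a T-lineage tumour may have formed this mass. A sample exchanged for one outside the series was not tested. An Ighv share of this size was not unique to mouse 881. In untreated p53-/- mouse 98, Ighv11-2 took 92.6% of 1223 Ighv counts and the top Igkv gene 90.4% of Igkv counts, with a T-lineage marker mean of 8.34, while the other lymphoma libraries with at least 100 Ighv counts reached at most 42.2%.

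Different top Trbv genes within the tumours of mice 870 and 884 were weighed against a swapped biopsy. In mouse 870 all 4 biopsies, and in mouse 884 all 4, were nearest to a biopsy of the same mouse. Biopsies exchanged together would also pass this test. Biopsies with different top genes lay up to 0.0647 apart in mouse 870 and 0.106 in mouse 884, where biopsies of other mice came as near as 0.0512 and 0.096, so by distance alone the pattern cannot be told apart from an exchange of several biopsies. The other top gene of the mouse goes against this. Trbv17 took 20.09% in biopsy 5 of mouse 870 (at most 14.31% in libraries of other mice where it was not the top gene), and Trbv20 took 38.48% in biopsy 6 of mouse 884 (at most 2.81% elsewhere). In biopsy 7 of mouse 870 and biopsy 8 of mouse 884 the other gene took 0.26% and 0.506%, so this evidence does not extend to each biopsy, and carry-over of reads was not tested. Distances followed the top gene: the lowest distance between biopsies with different top genes exceeded the highest between biopsies sharing one by 0.0143 in mouse 870 and by 0.0411 in mouse 884. More than 1 T-cell clone in the tumour may explain the difference, as a hypothesis found and tested on the same data. Both rearranged alleles of a single clone would not by themselves give regions that differ, but regional silencing of an allele was not tested. Mouse 869 had Trbv3 as its top gene in all 4 biopsies, yet at 47.58% in biopsy 3, the biopsy with higher Notch1.

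The falls of Ucp1, Cidea and Cyp2e1 may come from adipose tissue around the normal thymuses. In the p53+/- normal thymus the adipocyte marker mean was 1.68 and Ucp1 was -0.463 log2 CPM, both within the range of the lymphomas. The p53+/+ normal thymuses had at least 4.19 and 7.12. Its epithelial marker mean was 6.12, so low Ucp1 was not confined to tumours, although this rests on 1 library. A list of 10 other adipocyte markers had median log2 fold changes of -6.62, -7.05 and -6.57 in the 3 contrasts, with 10 of 10 genes lower, at percentile 0 of 10000 random lists matched for expression. Fewer thymic epithelial cells in the lymphoma samples may account for part of the falls of Prss16 and Tbata, since 10 other epithelial markers had medians of -3.08, -3.92 and -4.06, also at percentile 0. In 6 lymphomas the marker mean (2.96 to 3.85) was above that of normal mouse 387 (2.95), yet their Prss16 was at most 2.19 and their Tbata at most 4.06 log2 CPM, against 5.364 and 5.133 in that mouse. With 1 atypical normal thymus as the measure, whether loss of epithelium was the only cause cannot be told. Comparisons with normal thymus therefore mix changes in tumour cells with changes in tissue make-up.

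Chromosome imbalance was tested against explanations other than dosage. Across autosomes, the values of the proximal and distal parts of the chromosomes had a median Pearson's r of 0.83 over 31 lymphoma mice, with 30 of 31 above 0.5, and 0.133 over 8 normal thymuses. Changes of cell composition acting on single genes or regions would not move both parts together. Adjustment for a quadratic effect of the GC content and length of the longest transcript took at most 7.62% of the variance of a mouse. It moved the lowest lymphoma value from 0.115 to 0.105 and the highest normal value from 0.0532 to 0.0635, so a bias of that form was small and does not account for the imbalance. A change of whole chromosome dosage is a candidate explanation, and DNA was not examined here.

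The higher imbalance of treated than of untreated p53-/- lymphomas was 0.0674 after adjustment for GC content and length (exact permutation p = 0.00414). It was 0.0636 after down-sampling every mouse to 5.01 M counts (exact permutation p = 0.00298) and 0.066 without mouse 881 (exact permutation p = 0.00666). Among the mice labelled male it was 0.0375 with 4 against 9 mice (exact permutation p = 0.269). Among mice male by Xist and Y-linked genes, which adds mice 869 and 870, it was 0.0528 (exact permutation p = 0.0537), and without the mice with discordant sex genes 0.0616 (exact permutation p = 0.0176). A contribution of the unequal sexes therefore cannot be excluded, and the pattern cannot be told apart from it. Untreated mouse 562 had an imbalance of 0.1153, with the next mouse of its group at 0.2265, and admixture of normal cells stays open for it. The difference was not computed without that mouse, and admixture was not tested as a source of it. That transient Plk4 induction may leave tumours with more unbalanced chromosomes remains a hypothesis.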
